A study of Mus musculus with 2 samples.

How the data were processed

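The series held 2 single-cell RNA libraries, 1 from the pooled popliteal lymph nodes of 4 infected mice and 1 from those of 4 control mice. Per the labels, cells were released from the nodes mechanically and filtered, and the libraries were made with the Chromium 3-prime chemistry of 10x Genomics and sequenced on an Illumina NovaSeq. The deposited matrices hold raw counts: whole numbers of UMIs per gene and barcode, without normalization. Per the file headers, the count matrices were written by software of version 3.1.0, which the headers do not name. The aligner, genome build, annotation and cell-calling settings were not given in the sources used here. The lowest total of any deposited barcode was 500 UMIs in both libraries.

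The matrices held 31053 genes with Ensembl IDs and symbols. Gene positions were looked up by ID in GENCODE M21 (GRCm38), where 30934 IDs (99.62%) had an entry. The positions are those of that annotation and may differ from the build the authors used. The 71 symbols that occurred more than 1 time were left out of the named genes.

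Barcodes with fewer than 200 genes or more than 10% mitochondrial UMIs were removed. These were 247 and 1613 barcodes in the infected library and 34 and 1015 in the control library, which left 9638 and 10603. Doublets were called per library with Scrublet (in scanpy 1.11.5) at an expected rate of 0.8% per 1000 cells. The automatic threshold called 302 infected cells at 0.296 but only 8 control cells at 0.678, so the lower threshold was used for both after this had been seen. It marked 302 infected cells (3.13%) and 565 control cells (5.33%), which were left out, leaving 9336 and 10038 cells. A threshold taken from 1 library need not hold as well in the other.

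Cells of both libraries were clustered together without batch correction, since the library and the group are the same split. Each cell was scaled to 10000 UMIs and log-transformed. The 2000 most variable genes were scaled, reduced to 30 principal components, linked to 15 neighbours weighted by shared neighbours, and clustered with Leiden at resolution 1 (leidenalg 0.10.2, igraph 0.11.9, scikit-learn 1.9.0). Before that, 950 genes were left out: those of the 9 gene lists, further cell-cycle and histone genes, and immunoglobulin, T-cell receptor, mitochondrial and ribosomal genes. Other genes of the same responses were not left out, so a response may still shape a cluster.

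Clusters were named from 14 marker lists. A lineage score was the mean, over the upper part of a list ranked in that cluster, of each marker's level scaled from 0 in the lowest to 1 in the highest cluster. A name needed a score of at least 0.7, a minimum set after the clusters had been seen, and at least 3 markers each detected in 5% of the cluster's cells. Clusters with B and T markers in the same cells stayed unnamed, as did those with few UMIs and no marker among their top 10 genes. CD4 and CD8 T-like clusters needed 80% of the cells with only 1 coreceptor to carry that coreceptor. Treg-like and germinal centre B-like clusters needed a mean log2 fold of 1 over sister clusters. Of 27 clusters, 23 were named, and no cluster was named from the erythroid or the innate-like or gamma-delta T list.

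The genes that led the named clusters, as a description of how they were defined, were these. B-like clusters were led by Ighd, Ebf1 and Bank1 (cluster 0), Cd83 and Fcer2a (cluster 10), and Cd38, Bhlhe41 and Ms4a1 (cluster 12). The germinal centre B-like cluster had Mybl1 and Mef2b among its top genes, and the plasma cell-like cluster was led by Ighg2c, Jchain and Mzb1. CD4 T-like clusters were led by Igfbp4 and Lef1 (cluster 1), Lef1 and Bcl11b (cluster 3), Scg5 (cluster 4), Iigp1 and Igtp (cluster 6), and Top2a and Stmn1 (cluster 8). CD8 T-like clusters were led by Cd8b1 and Dapl1 (cluster 2) and Gzmm and Ctla2a (cluster 13), Treg-like clusters by Gpr83 and Foxp3 (cluster 5) and Ikzf2 and Ctla4 (cluster 17), and the T-like cluster without a subclass by Egr1 and Egr3 (cluster 9). NK-like cells were led by Gzma and Ncr1, and dendritic or macrophage-like clusters by Lyz1 and C1qa (cluster 11), Naaa and Xcr1 (cluster 15), Ccl22 and Fscn1 (cluster 20), and Lyz2 and Ms4a6d (cluster 22). Plasmacytoid dendritic-like cells were led by Siglech, neutrophil-like cells by S100a9 and stromal or endothelial-like cells by Glycam1. The unnamed clusters were 7 (histone genes), 21, 25 and 26.

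The UMIs of each class were summed per library and scaled to CPM over all genes. The log2 ratio of infected over control used a pseudocount of 1 CPM. Intervals were exact at 95%: Poisson for CPM, Clopper-Pearson for shares, and the conditional binomial interval for ratios, put on the scale with the pseudocount. A count of 0 was read as allowing up to 3 counts. With 1 library per group, no test, p-value or count of changed genes was computed.

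For each of the 9 fixed gene lists, the median log2 ratio was taken over members with a mean of at least 5 CPM. Its interval came from order statistics at 95% and was the full range for lists with fewer than 6 members. It was set beside 10000 random lists of the same size, each member drawn from the 100 genes nearest to it in mean CPM. Medians were computed in classes with at least 100 cells in each library and are reported mainly for the classes set for each list. The interferon-stimulated list was used in 6 classes, and the MHC class II, MHC class I, inhibitory receptor, costimulation, B-cell activation, proliferation, immediate-early and heat shock lists in 1 to 4 classes each.

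The lists, markers, named-gene rule and the alternatives, except those named below as added, were fixed before the data were examined. The named genes were, in each of the B-like, CD4 T-like and CD8 T-like classes, the 5 with the highest and the 5 with the lowest log2 ratio. They were taken among genes with a mean of at least 50 CPM and at least 3 UMIs in each library. Mitochondrial, ribosomal, immunoglobulin, T-cell receptor and haemoglobin genes, Gm and Rik gene models, Xist and the cell type markers were left out. Of each list, the members with the highest and the lowest ratio were named.

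Cycling cells were counted after thinning each cell to 1000 UMIs and needed at least 2 UMIs over the proliferation list. Heavy-chain isotypes were shares of the UMIs of all heavy-chain constant genes in a class.

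The alternatives were no filter on barcodes, at most 5% mitochondrial UMIs, doublets kept, Leiden resolutions of 0.5 and 2, all variable genes for clustering, and each cell classed by its own marker UMIs. For ratios and list medians they were the median ratio set to 0, CPM without immunoglobulin, T-cell receptor, mitochondrial and ribosomal genes, a pseudocount of 5 CPM, no CPM minimum or a minimum of 50 CPM, cells thinned to 1000 UMIs, and subtraction of the library-wide profile as free RNA. That profile was scaled to the level of the other lineage's markers, which put free RNA at 8.68% of infected and 5.52% of control UMIs in B-like cells, and at 8.31% and 16.4% in CD4 T-like cells. These shares are overstated, since some markers also had a high level in the other lineage. In control CD4 T-like cells Cd37, Ralgps2 and Ighm held 452 of the 493 CPM of the B list, and Cd2 was at 61.98% of its library-wide level in control B-like cells. The subtraction at these shares therefore took too much. At the median marker instead, the shares were 4.29% and 3.72% in B-like cells, 3.35% and 2.25% in CD4 T-like cells, and 2.82% and 2.38% in CD8 T-like cells. For cycling they were 1 or 3 UMIs, thinning to 2000 UMIs and no thinning. Cells weighted equally, the largest cluster of a class alone, free RNA at the median marker, and the cycling share without Tubb5 and H2afz were added after the data had been seen.

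The calculations were tested on simulated data made from the control counts of B-like, CD4 T-like and CD8 T-like cells. In each, 200 genes were changed by a log2 ratio of at least 1, up or down. All genes tested, those of the lists as well, had at least 50 CPM in the control cells, and all lists had 1 size. The sign was right for 100% of changed genes in all 3 classes, and 99%, 100% and 98% of the estimates lay within 0.25 of the true log2 ratio. The intervals covered the true value for 94.9%, 95.6% and 95.5% of genes. Of 200 lists without an effect, 4.5%, 1.5% and 4% lay outside the middle 95% of the random lists. Of 50 lists raised by 0.5, 100% lay above that range in each class. The simulation held counting error only, so it says nothing about variation between mice. It also does not cover list members under 50 CPM, lists of other sizes or the sign of smaller gene ratios.

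Differences between single mice were not analysed, since the nodes were pooled and the barcodes carry no mark of the mouse. T-cell and antibody variable regions were not analysed here. Other software was python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.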

Results

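Single-cell RNA libraries were made from the popliteal lymph nodes of female C3H/HeN mice, an inbred laboratory strain, injected at 4 weeks of age. The popliteal node drains the hind leg. In the infected group, 4 mice received 20 µl of a suspension of *Borrelia burgdorferi*, a spirochaete bacterium that causes Lyme disease, under the skin of the hind footpad. In the control group, 4 mice received 20 µl of phosphate-buffered saline at the same site. The nodes were taken after 4 days and those of each group were pooled, which gave 1 library per group. No replicate could therefore be used to check a difference, and the group cannot be told apart from the library or batch. No test was run, and every interval covers counting error only, except those of list medians, which describe the spread among the members of a list.

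The infected library held 11262 barcodes with 61915849 unique molecular identifiers (UMIs) in total, and the control library held 11620 barcodes with 49070267 UMIs. After the filters on cells, 9336 infected and 10038 control cells were kept, with 57084422 and 44091364 UMIs. The median cell had 4506 UMIs and 1466 genes in the infected library, and 4142.5 UMIs and 1361 genes in the control library. The median mitochondrial share was 3.30% of UMIs in both. With every deposited barcode included, the difference in median UMIs fell from 363.5 to 172. Immunoglobulin genes held 1.98% of the UMIs of kept infected cells and 0.201% of those of kept control cells. Cells above 15000 UMIs numbered 539 in the infected library, where they held 26.2% of the UMIs, and 25 in the control library, where they held 1.08%.

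The sex recorded for the mice was checked from the counts. The X-linked RNA Xist was at 758 CPM (UMIs of a gene scaled to a total of 1000000 per library; 95% exact Poisson interval 751 to 765) in the infected library and at 808 CPM (800 to 816) in the control library. The Y-linked genes Ddx3y and Eif2s3y had 0 UMIs in both libraries and Uty had 1 UMI in each. Kdm5d had 3 UMIs in the infected and 0 in the control library.

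The share of each cell class addressed how the cellular make-up of the draining node differed between the groups. Classes were built from clusters of both libraries together, so they are rebuilt names and not the authors' own. B-like cells made up 32.8% of infected cells (3063 cells, 95% Clopper-Pearson interval 31.9 to 33.8) and 13.4% of control cells (1341 cells, 12.7 to 14.0). CD4 T-like cells made up 29.7% (2773 cells, 28.8 to 30.6) and 50.6% (5079 cells, 49.6 to 51.6). The alternative that moved a share most assigned each cell by its own marker UMIs: it changed the difference in CD4 T-like cells, infected minus control, from -20.9 to -9.43 percentage points. By that rule, T-lineage cells with UMIs of both or neither coreceptor joined no subclass. The difference in all T-lineage cells was still -29.7 points. CD8 T-like cells made up 14.3% (1337 cells, 13.6 to 15.05) of the infected and 22.2% (2224 cells, 21.3 to 22.98) of the control library. All T-lineage classes together were 49.4% (48.4 to 50.4) of infected cells and 80.5% (79.7 to 81.3) of control cells. These are shares of a whole, so a rise of 1 class lowers the others, and the number of cells per node was not measured in the files.

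Germinal centre B-like cells made up 3.22% of infected cells (301 cells, 2.88 to 3.603) and 0.0398% of control cells (4 cells, 0.0109 to 0.102). Plasma cell-like cells made up 1.56% of infected cells (146 cells, 1.32 to 1.84). In the control library, 0 of 10038 cells were plasma cell-like, which allows a share of up to 0.0299%. Each of these classes was a single cluster held nearly or wholly by the infected library, so each may be a feature of that library. Their median depths in the infected library, 18962 and 23853 UMIs, were far above that of all cells.

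Treg-like cells made up 3.62% of infected cells (338 cells, 3.25 to 4.02) and 4.96% of control cells (498 cells, 4.54 to 5.40). This difference changed direction, from -1.34 to 0.490 percentage points, when all variable genes were used for clustering. NK-like cells numbered 140 in the infected library (a share with an interval of 1.26% to 1.77%) and 60 in the control library (0.598%, 0.456 to 0.769). Dendritic or macrophage-like cells made up 5.31% of infected cells (496 cells, 4.87 to 5.79) and 2.66% of control cells (267 cells, 2.35 to 2.99). T-like cells without a subclass, whose cluster was led by Egr1, Egr3, Cd69 and Nr4a1, made up 1.76% of infected (164) and 2.81% of control cells (282).

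The smallest classes differed by less than their counting intervals. Plasmacytoid dendritic-like cells were 0.503% of infected and 0.518% of control cells, and neutrophil-like and stromal or endothelial-like cells were each 0.311% of infected and 0.299% of control cells. Cells in the 4 clusters left without a name were 5.07% of the infected library (473 cells, 4.63 to 5.53) and 1.70% of the control library (171 cells, 1.46 to 1.98). The lowest lineage score for a name, which kept part of these cells out of a class, was set after the clusters had been seen.

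**Figure D1:**
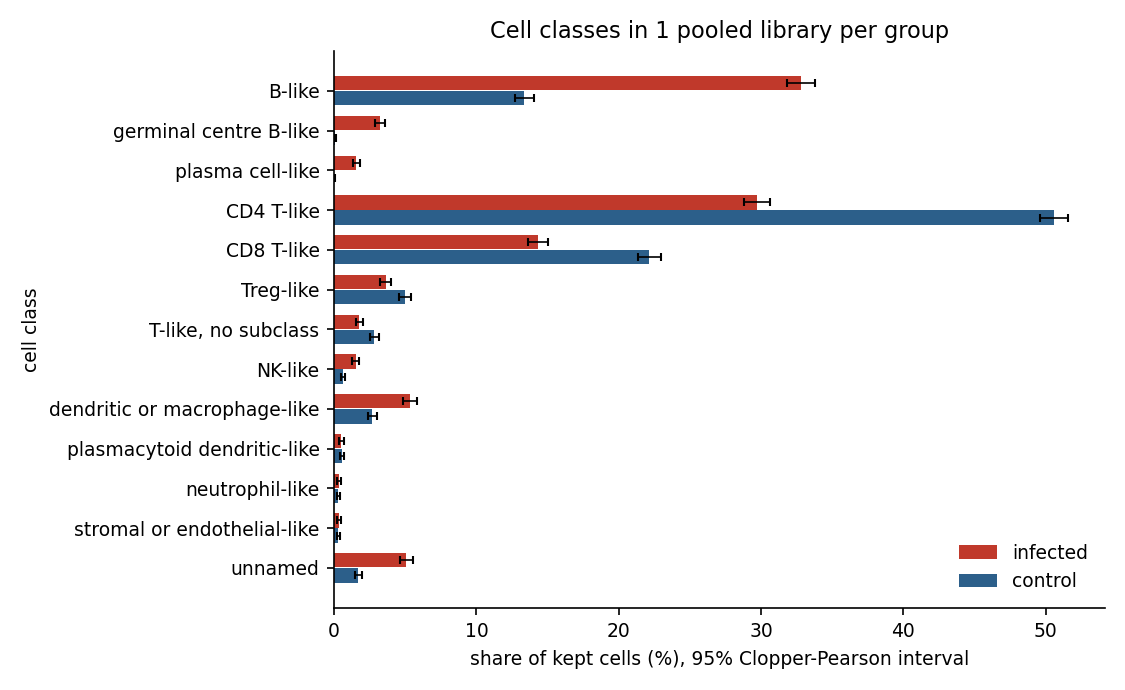
Share of kept cells (%) per cell class in the infected (red) and control (blue) library, with 95% Clopper-Pearson intervals for counting error as error bars. B-like cells were at 32.8% against 13.4%, and CD4 T-like cells at 29.7% against 50.6%.

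Gene ratios within a class addressed how expression differed apart from the shares of the classes. The mix of clusters inside a class can still shape these ratios. UMIs were summed over the cells of a class per library, and the log2 ratio of infected over control was taken with 1 CPM added to both values. B-like cells held 14399524 infected and 4855888 control UMIs, CD4 T-like cells 16574498 and 21953918, and CD8 T-like cells 8473567 and 12003384. Among genes at a mean of 50 CPM or more, the median log2 ratio was -0.04 in B-like cells (2346 genes), 0.08 in CD4 T-like cells (2217 genes) and -0.01 in CD8 T-like cells (2140 genes). The middle 95% of these genes lay between -0.46 and 0.42 in B-like cells, between -0.39 and 0.95 in CD4 T-like cells and between -0.29 and 0.43 in CD8 T-like cells.

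The largest cluster of each class was the same in both libraries. In B-like cells, cluster 0 held 82.9% of the infected and 84.6% of the control cells. In CD8 T-like cells, cluster 2 held 84.7% and 94.6%. In CD4 T-like cells, cluster 1 held 42.3% of the infected and 45.9% of the control cells, cluster 3 held 22.6% and 34.0%, and cluster 4 held 6.13% and 16.7%. The CD4 T-like class also took in cluster 8, led by cell-cycle genes such as Top2a and Mki67, with 13.1% of its infected and 1.67% of its control cells. Cluster 6, led by interferon-response genes such as Iigp1 and Gbp2b, held 15.9% and 1.81%. In dendritic or macrophage-like cells, cluster 11 held 48.6% and 52.1%, cluster 15 held 28.2% and 27.3%, and cluster 20 held 9.27% and 19.9%. Cluster 22, led by Lyz2 with the interferon-response genes Cxcl9 and Cxcl10 among its top genes, held 13.9% (69 cells) and 0.749% (2 cells).

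In B-like cells the 5 named genes with the highest log2 ratio ran from 2.86 to 1.32. Ly6a (ENSMUSG00000075602, chromosome 15, 74994877 to 74998031) was at 93.2 CPM in infected cells (95% exact Poisson interval 88.3 to 98.3) and 11.9 CPM in control cells (9.07 to 15.4), a log2 ratio of 2.86 (exact conditional interval 2.51 to 3.23). Jun (ENSMUSG00000052684, chromosome 4, 95049034 to 95052222) was at 141 CPM (135 to 147) and 42.6 CPM (37.0 to 48.8), a log2 ratio of 1.70 (1.495 to 1.91). Plac8 followed with a log2 ratio of 1.69, Zeb2 with 1.35 and Irf1 with 1.32. The lowest of the 5 genes at the other end, Trim7 (ENSMUSG00000040350, chromosome 11, 48826140 to 48852209), was at 55.0 CPM (51.2 to 59.0) in infected and 116 CPM (106 to 125) in control cells, a log2 ratio of -1.06 (-1.21 to -0.90). Hist1h1d was at -1.05, Pdcd4 at -1.01, St3gal5 at -0.88 and Apoe at -0.82. Apoe was at -0.46 with cells thinned to 1000 UMIs and at -0.15 in cluster 0 alone, so most of its lower level came from the smaller clusters or from their shares. Of these ratios, the alternative that moved 1 most took each cell by its own markers, under which Hist1h1d rose with a log2 ratio of 0.38.

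In CD4 T-like cells the 5 highest genes were led by Pclaf (ENSMUSG00000040204, chromosome 9, 65890237 to 65903266), at 222 CPM (215 to 229) in infected and 16.5 CPM (14.8 to 18.3) in control cells, a log2 ratio of 3.67 (3.52 to 3.82). Birc5 had a log2 ratio of 3.32, Cks2 of 3.18, Hist1h1b of 3.08 and Mki67 of 2.73. All 5 are cell-cycle or histone genes, and each ratio was lower in cluster 1 alone, but above 0: Hist1h1b was at 2.66, Pclaf at 2.47, Birc5 at 2.23, Cks2 at 1.44 and Mki67 at 1.01. Pclaf, Birc5 and Mki67 were under the list minimum of 5 CPM in that cluster, so their ratios rest on low counts. The 7 members of the proliferation list that reached this minimum had a median of 0.00 there. The 5 lowest genes were Rgcc at -0.72, Pdlim4 at -0.69, Ramp1 at -0.64, Filip1l at -0.62 and Atp1b1 at -0.59. In cluster 1 alone they were nearer to 0, at -0.44, -0.27, -0.19, -0.32 and -0.19. Rgcc (ENSMUSG00000022018, chromosome 14, 79288756 to 79301645) was at 50.4 CPM (47.1 to 54.0) in infected and 83.8 CPM (79.98 to 87.7) in control CD4 T-like cells. Rgcc was also among the 5 lowest genes in CD8 T-like cells, at -0.55 (-0.67 to -0.44).

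In CD8 T-like cells Ctla2a (ENSMUSG00000044258, chromosome 13, 60934155 to 60936625) was the highest, at 122 CPM (115 to 130) in infected and 36.5 CPM (33.2 to 40.1) in control cells, a log2 ratio of 1.72 (1.56 to 1.88). Isg15 had a log2 ratio of 1.70, Ccl5 of 1.44, Cd74 of 1.41 and Ly6a of 1.31. In cluster 2 alone Ctla2a was at 0.73 and Ccl5 at 0.81, while Isg15 was at 1.74, Cd74 at 1.48 and Ly6a at 1.44. Ctla2a was among the leading genes of cluster 13, which held 15.3% of the infected and 5.40% of the control cells of the class. Cd74, at 85.1 CPM in infected and 31.4 CPM in control CD8 T-like cells, is a member of the MHC class II list that B-like cells held at a mean of 14904 CPM. Subtracting the library-wide profile as an estimate of free RNA left 0 UMIs of it in both libraries, so that no ratio remained (0.00 from the pseudocounts alone). The estimate was overstated, at 8.23% and 16.4% of the UMIs, but at the lower shares of 2.82% and 2.38%, taken from the median marker, no UMI was left either. A share that takes all UMIs of a gene can still be too high, so this does not settle whether the Cd74 UMIs were free RNA. The lowest gene was Cxcr6 (ENSMUSG00000048521, chromosome 9, 123806475 to 123811760), at 75.9 CPM (70.1 to 82.0) in infected and 119 CPM (113 to 125) in control cells, a log2 ratio of -0.64 (-0.78 to -0.51). The others at this end were Rgcc at -0.55, Tdrp at -0.55, Fam46a at -0.48 and Tnik at -0.48.

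The interferon-stimulated list addressed whether the response to interferon differed by class. Its median log2 ratio was 0.81 in B-like cells (interval 0.54 to 1.10, 22 of 22 genes above 0), 0.92 in CD4 T-like cells (0.56 to 1.16, 25 of 26) and 0.97 in CD8 T-like cells (0.71 to 1.12, 26 of 26). It was 0.95 in Treg-like cells (0.75 to 1.30, 26 of 27), 0.54 in T-like cells without a subclass (0.35 to 0.90, 19 of 23) and 1.29 in dendritic or macrophage-like cells (0.60 to 2.18, 28 of 30). Each median lay at percentile 100 of 10000 random lists of the same size matched on mean CPM, as a description of these 2 libraries. The alternative that moved 1 of these most, the largest cluster alone, gave 0.51 in dendritic or macrophage-like cells. Clusters 15 and 20 of that class were at 0.79 and 0.95, also below the class median, and cluster 22 gave no value. In CD4 T-like cells the median was 0.68 in cluster 1, 0.92 in cluster 3 and 0.67 in cluster 4. It was 0.21 in cluster 6 and 0.41 in cluster 8, which held larger shares of the infected than of the control cells. In both classes the median may therefore rest in part on the mix of clusters, which was not tested.

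The members of this list with the highest and lowest ratio differed between classes. Ifit3 was the highest in B-like cells, with a log2 ratio of 2.29 (1.63 to 2.93), with 216 UMIs in infected and 11 in control cells, and Ifi209 was the lowest at 0.06. Ifit3 has a close paralog in the mouse genome, so the UMIs between the pair may be misassigned. Iigp1 was the highest in CD4 T-like cells, at 76.9 CPM (72.8 to 81.3) against 20.7 CPM (18.8 to 22.7), a log2 ratio of 1.85 (1.70 to 2.00). It was also the highest in CD8 T-like cells, with a log2 ratio of 1.72. The lowest members were Ifit2 at -0.07 in CD4 T-like and Ifi203 at 0.27 in CD8 T-like cells. In Treg-like cells Ifit3 was at 2.56 and Ifit2 at -0.22, and in T-like cells without a subclass Irgm1 was at 1.88 and Slfn5 at -0.36. In dendritic or macrophage-like cells Irf7 was at 3.29 and Mx1 at -0.99.

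The MHC class II list had a median log2 ratio of -0.17 in B-like cells (-0.34 to -0.04, 1 of 10 genes above 0), at percentile 0.36 of the random lists. Its highest member there was H2-DMb1 at 0.07 and its lowest H2-DMb2 at -0.37. Taking each cell by its own markers moved this median most, to -0.59. In dendritic or macrophage-like cells the median was 2.60 (1.94 to 3.17, 10 of 10 above 0), at percentile 100. H2-DMb1 was the highest at 3.50 and H2-Oa the lowest at 1.33, and the median was 1.43 with cells weighted equally.

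The MHC class I list had medians of 0.45 in B-like cells (0.33 to 0.68, 11 of 12 genes above 0), 0.45 in CD4 T-like cells (0.15 to 0.58, 10 of 12) and 0.33 in CD8 T-like cells (0.16 to 0.42, 11 of 12). Their percentiles were 100, 99.99 and 100. Psmb9 was the highest in B-like and CD4 T-like cells, at 0.89 and 0.81, and H2-T23 in CD8 T-like cells at 0.66. H2-Q7 was the lowest in B-like and CD8 T-like cells, at -0.40 and -0.15, and H2-K1 in CD4 T-like cells at -0.07. The H2 genes are close paralogs that vary between strains, so their single values are uncertain. By each cell's own markers the median in B-like cells was 0.31.

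The proliferation list had a median log2 ratio of 2.49 in CD4 T-like cells (1.41 to 3.32, 16 of 16 genes above 0), at percentile 100. Rrm2 was the highest at 3.78 (3.52 to 4.04) and Tubb5 the lowest at 0.62. In cluster 1, the largest of the class, 7 members reached the minimum CPM, and their median was 0.00 (-0.16 to 0.43), against 1.41 (0.62 to 2.28) for the same 7 genes in the whole class. Over all 16 members the median was 0.68 in cluster 1 (0.00 to 1.77, 13 of 16 above 0). Over the members at the minimum CPM, it was 0.27 in cluster 3, 0.51 in cluster 4 and 0.52 in cluster 6. In cluster 8, led by cell-cycle genes, all 16 members had a median of 0.08 (-0.58 to 0.42). The class median may therefore rest in large part on the larger share of cluster 8 in the infected library, which was not tested. With doublets kept, the class median was 0.48. The median was 0.18 in B-like cells (-0.12 to 2.06, 6 of 8, percentile 98.63), 0.26 in CD8 T-like cells (-0.12 to 2.36, 7 of 8, percentile 99.92) and 0.85 in Treg-like cells (0.19 to 1.11, 11 of 12, percentile 100). Pclaf was the highest member in these 3 classes, at 2.06, 2.36 and 2.54. Tubb5 was the lowest, at -0.12, -0.12 and -0.01. By each cell's own markers, which places germinal centre B-like and plasma cell-like cells with the B-like cells, the median in B-like cells moved most, to 4.13. It was -0.24 in B-like cells after free RNA was subtracted, and -0.05 with the lower share of the median marker. Of the 16 members, 8 reached the minimum CPM in B-like and in CD8 T-like cells. With no minimum the medians were 1.13 and 1.03. In dendritic or macrophage-like cells, which were not among the classes set for this list, the median was 1.73 (0.72 to 2.35, 16 of 16 above 0, percentile 100).

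The inhibitory receptor list had a median log2 ratio of 1.47 in CD4 T-like cells (-0.10 to 3.26, 6 of 8 genes above 0, percentile 100). Lag3 was the highest at 3.26 (2.88 to 3.57) and Tox the lowest at -0.10. Over the same 8 genes, whatever their CPM in a cluster, the median was -0.05 in cluster 1 (-0.27 to 0.34), 0.13 in cluster 3 (-0.97 to 1.92), 0.15 in cluster 4 (-1.12 to 1.84), 0.23 in cluster 6 (-0.83 to 1.74) and -0.30 in cluster 8 (-0.92 to 1.75). These intervals are the full range of the 8 genes, so the highest members still rose within each of the smaller clusters, from few control UMIs in the case of Lag3 (14 in the whole class). Over the members at the minimum CPM, 3 genes in cluster 1, the median there was -0.14. With cluster 8 left out, the 8 genes had a median of -0.01 in the class (-0.47 to 0.82, 4 of 8 above 0). The class median thus rested in large part on the larger share of cluster 8 in the infected library. The list median was 0.16 in CD8 T-like cells (-0.24 to 0.51, 2 of 4, percentile 97.48) and -0.09 in Treg-like cells (-1.08 to 1.48, 3 of 8, percentile 19.09). The highest and lowest members were Cd160 at 0.51 and Cd5 at -0.24 in CD8 T-like cells, and Lag3 at 1.48 and Pdcd1 at -1.08 in Treg-like cells. The Treg-like median changed direction with doublets kept, to 0.04, and with cells thinned to 1000 UMIs, to 0.18.

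The costimulation list had medians within the range of the random lists: 0.15 in CD4 T-like cells (-0.12 to 1.99, 3 of 5, percentile 66.51), 0.05 in CD8 T-like cells (-0.07 to 0.46, 3 of 5, percentile 76.55) and 0.00 in Treg-like cells (-0.27 to 0.58, 3 of 6, percentile 22.46). Icos was the highest in CD4 T-like cells, with a log2 ratio of 1.99 (1.86 to 2.11), and in Treg-like cells at 0.58. Cd69 was the highest in CD8 T-like cells at 0.46. The lowest were Cd27 at -0.12, Icos at -0.07 and Cd28 at -0.27 in the same order of classes as the medians. Thinning each cell to 1000 UMIs moved the CD8 T-like median most, to -0.20. The Treg-like median fell below 0 under 5 alternatives, the lowest of which was -0.06 in the largest cluster.

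The B-cell activation list had a median of 0.26 in B-like cells (-0.51 to 0.51, 6 of 10 genes above 0, percentile 99.98). Its members went both ways, from Cd86 at 0.70 to Nfkbia at -0.52. By each cell's own markers the median moved most, to -0.24, the opposite direction.

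The immediate-early list, which responds to tissue handling as well as to stimulation, had medians of 0.01 in B-like (-0.17 to 0.87, percentile 68.25), -0.07 in CD4 T-like (-0.16 to 0.53, percentile 7.06) and 0.16 in CD8 T-like cells (-0.22 to 0.73, percentile 99.51). T-like cells without a subclass, whose cluster was led by Egr1 and Egr3, are outside these T-like classes. Their median was -0.19 (-0.41 to 0.40, percentile 1.61). Jun was the highest member in B-like cells at 1.70 and Egr1 the lowest at -0.20. Junb was the highest in CD4 and CD8 T-like cells, at 0.67 and 0.73, and Btg2 the lowest, at -0.40 and -0.22. By each cell's own markers the B-like median moved most, to -0.32. The CD4 T-like median was above 0 under 6 alternatives, up to 0.17 in cluster 1 alone.

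The heat shock list had medians of 0.11 in B-like (-0.14 to 0.33, percentile 82.45), 0.45 in CD4 T-like (0.02 to 0.90, percentile 99.55) and -0.03 in CD8 T-like cells (-0.34 to 0.11, percentile 21.44). Hspe1 was the highest in B-like cells at 0.33 and in CD8 T-like cells at 0.11, and Hspd1 in CD4 T-like cells at 0.90. Dnajb1 was the lowest in B-like and CD4 T-like cells, at -0.14 and 0.02, and Hsph1 in CD8 T-like cells at -0.34. In cluster 1 alone the CD4 T-like median was 0.00, and by own markers the CD8 T-like median changed direction, to 0.24. It was also above 0, at 0.07, with a minimum of 50 CPM.

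**Figure D2:**
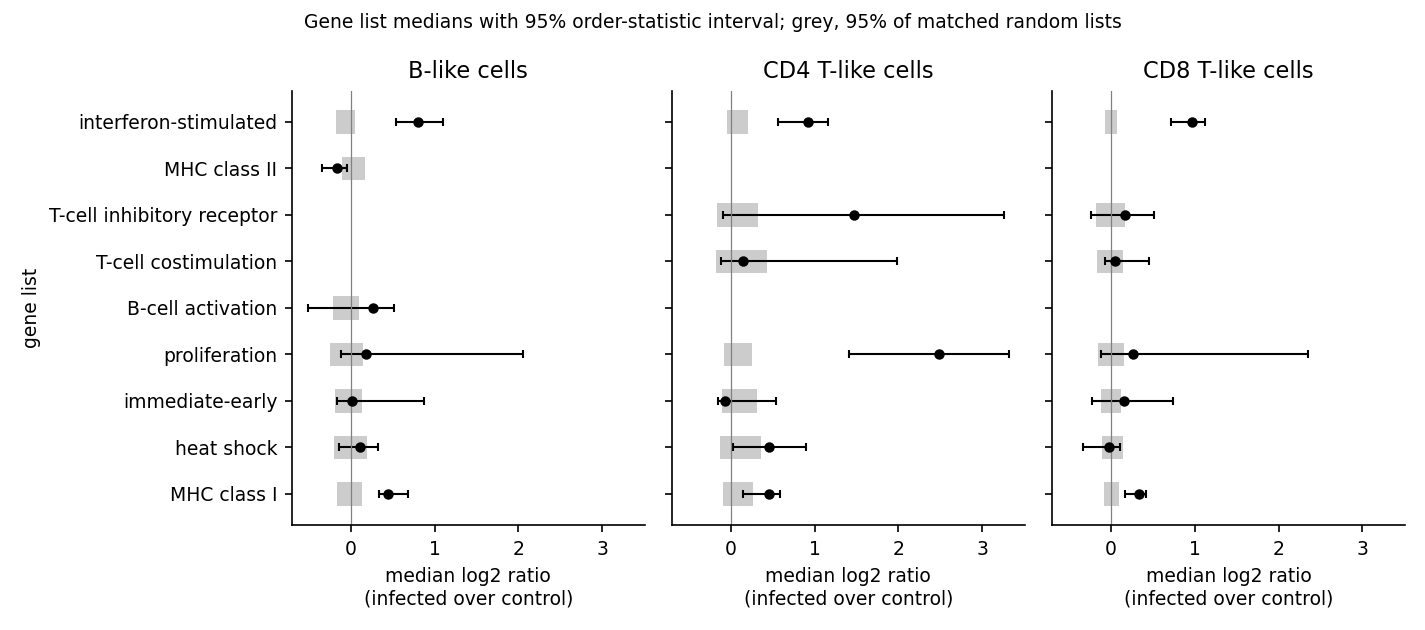
Median log2 ratio (infected over control) of each fixed gene list in B-like, CD4 T-like and CD8 T-like cells, as points with 95% order-statistic intervals over the members of the list; grey boxes hold 95% of the matched random lists. The interferon-stimulated medians were 0.81, 0.92 and 0.97. The proliferation median of CD4 T-like cells was 2.49, above the median in each single cluster of that class.

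A share of cycling cells was taken as the share of cells with at least 2 UMIs over the proliferation list after each cell was thinned to 1000 UMIs. Among all kept cells it was 26.0% in the infected library (25.1 to 27.0) and 16.6% in the control library (15.9 to 17.4), with 364 and 237 shallower cells left out. Without thinning the shares were 78.4% and 71.1%. The list was at 2891 CPM in the infected and 867 CPM in the control library. As background, neutrophil-like cells had 1 of 12 cells (8.33%, 0.211 to 38.5) in the infected and 6 of 26 (23.1%, 8.97 to 43.6) in the control library, at median depths of 641 and 2974.5 UMIs before thinning. With 17 and 4 of these cells left out, and 41.4% and 56.7% without thinning, this background was measured poorly.

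In CD4 T-like cells the thinned share was 20.4% (18.9 to 21.9) in the infected and 13.6% (12.6 to 14.5) in the control library, with 16 and 52 cells left out and median depths of 4758 and 4145 UMIs. Without thinning it was 79.2% and 69.0%, and the list was at 2749 and 856 CPM. In B-like cells it was 14.2% (13.0 to 15.5) and 11.7% (10.0 to 13.5), with 9 and 5 cells left out, 68.9% and 56.2% without thinning, and 640 and 586 CPM. Leaving out the thinning moved the B-like difference most, from 2.53 to 12.7 percentage points. In CD8 T-like cells it was 24.5% (22.2 to 26.9) and 22.8% (21.0 to 24.6), with 2 and 0 cells left out, 92.1% and 89.0% without thinning, and 994 and 894 CPM. With a minimum of 1 UMI the CD8 T-like difference changed direction, from 1.74 to -1.78 percentage points. The background interval was too wide to set these shares apart from it.

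Tubb5 and H2afz, which are transcribed broadly, held much of the list: 84.4% of its UMIs in control B-like cells, 73.5% in control CD4 T-like cells and 90.6% in control CD8 T-like cells. In the infected library they held 76.7%, 49.6% and 85.6%. The shares above therefore count these 2 genes in large part. Without them, an alternative added after the data had been seen, the thinned share in CD4 T-like cells was 6.27% (173 cells, 5.40 to 7.25) in the infected and 0.955% (48 cells, 0.705 to 1.26) in the control library. It was 1.11% (0.772 to 1.55) and 0.674% (0.308 to 1.27) in B-like cells, and 1.57% (0.976 to 2.39) and 0.450% (0.216 to 0.825) in CD8 T-like cells. Among all kept cells it was 9.21% (8.62 to 9.82) and 0.949% (0.767 to 1.16). Unthinned, the shares without these genes were 19.5% and 6.85% in CD4 T-like, 13.2% and 4.62% in B-like, and 16.3% and 8.32% in CD8 T-like cells. The neutrophil-like background was 0 of 12 and 0 of 26 cells.

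Germinal centre B-like cells had a thinned share of 90.0% in the infected library (86.1 to 93.2, 0 cells left out, 298 of 301 cells without thinning) and 4 of 4 cells in the control library. Infected plasma cell-like cells were at 69.2% (61.0 to 76.5, 0 cells left out, 97.3% without thinning). Without Tubb5 and H2afz the infected shares were 81.1% (76.2 to 85.3) in germinal centre B-like and 58.2% (49.8 to 66.3) in plasma cell-like cells, and 3 of the 4 control germinal centre B-like cells were counted. NK-like cells were at 66.7% (58.1 to 74.5) and 69.5% (56.1 to 80.8), with 2 and 1 cells left out and 96.4% and 96.7% without thinning. Without Tubb5 and H2afz these shares were 9.42% (5.11 to 15.6) and 6.78% (1.88 to 16.5). Treg-like cells were at 27.9% (23.2 to 33.1) and 22.6% (18.9 to 26.5), with 5 and 6 cells left out and 81.4% and 70.1% without thinning, and at 3.30% (1.66 to 5.83) and 1.42% (0.574 to 2.91) without the pair. In dendritic or macrophage-like cells, 162 of 324 infected cells (44.4% to 55.6%) and 46 of 184 control cells (18.9% to 31.9%) were counted, with 172 and 83 cells left out and 70.2% and 53.2% without thinning. Without the pair, 37 infected and 7 control cells were counted.

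Heavy-chain constant genes addressed which antibody isotypes were transcribed. The 146 infected plasma cell-like cells held 121421 heavy-chain constant UMIs. Ighg2c held 35.3% of them (95% Clopper-Pearson interval 35.0 to 35.5), Ighm 31.1% (30.8 to 31.3), Ighg2b 18.7% (18.5 to 18.9), Ighg3 13.8% (13.6 to 14.0) and Ighg1 0.975% (0.921 to 1.03). Counted instead by the main isotype of the 131 cells with at least 50 such UMIs, the alternative that moved these shares most, Ighg2c held 53.4% (70 cells, 44.5 to 62.2), Ighm 24.4% (32 cells, 17.3 to 32.7), and Ighg2b and Ighg3 10.7% each (14 cells, 5.97 to 17.3). The features included 0 named Ighg2a, and the constant genes of this subclass differ between mouse strains. UMIs given to Ighg2c may therefore come from another allele, and those of Ighg2b and Ighg2c may be exchanged.

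In infected germinal centre B-like cells, which held 9455 heavy-chain constant UMIs, Ighm held 73.3% (72.4 to 74.2), Ighg2b 11.9% (11.2 to 12.6), Ighg2c 6.45% (5.96 to 6.97) and Ighg3 5.52% (522 UMIs). By main isotype, in the 64 of these cells with at least 50 such UMIs, Ighm held 56 cells (87.5%, 76.8 to 94.4), Ighg2b 5, Ighg3 2 and Ighg2c 1 (interval 0.0396% to 8.40%). In B-like cells, Ighm held 52.1% of 49675 UMIs in the infected and 52.7% of 17844 UMIs in the control library. Ighd held 44.2% and 46.2%. Ighg2b held 1.78% (1.67 to 1.90) in infected and 0.112% (0.0685 to 0.173) in control B-like cells. Ighg2c had 166 UMIs in infected and 0 in control B-like cells. Free RNA from plasma cell-like cells, which were found in the infected library alone, was not removed from these values.

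**Figure D3:**
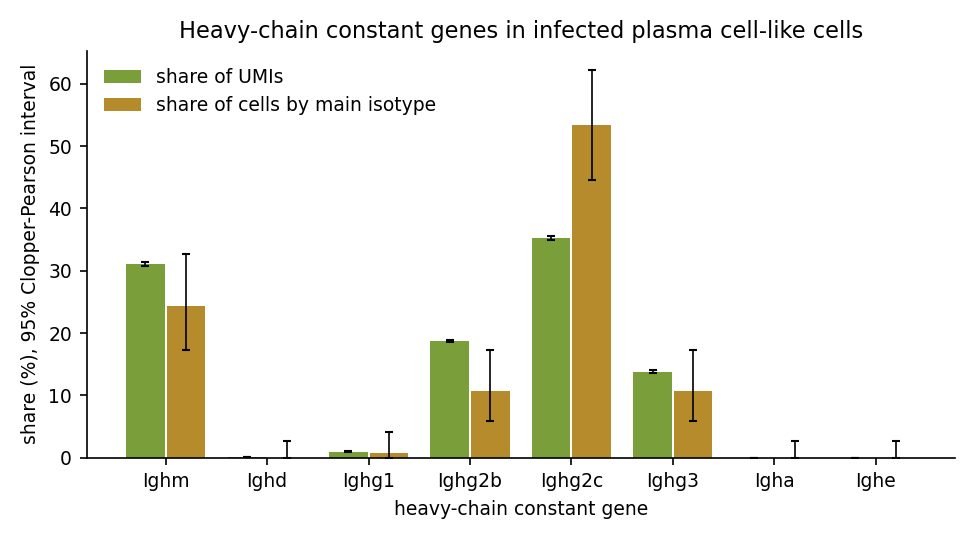
Share (%) of each heavy-chain constant gene in infected plasma cell-like cells, as a share of UMIs (green) and as a share of cells by main isotype (brown), with 95% Clopper-Pearson intervals. Ighg2c was the highest by both counts, at 35.3% of UMIs and 53.4% of cells.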

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

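The tests on the unnamed cluster led by histone genes and on MHC class II genes, and the mitochondrial share among barcodes under 1000 UMIs, were chosen only after the result was seen; the other tests on mitochondrial shares were not.

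The share of barcodes above 10% mitochondrial UMIs was 14.3% in the infected library (1613 barcodes, 95% Clopper-Pearson interval 13.7 to 14.98) and 8.73% in the control library (1015 barcodes, 8.23 to 9.26). It stood out as a signal above the control level in barcodes that the filter left out of the reported comparisons; the alternative with all deposited barcodes took them in. A different mix of lineages could account for part of it only: with the control rate in each lineage, the infected mix would give 10.6%. The rate was higher in the infected library within B-lineage barcodes (15.2% against 11.2%) and T-lineage barcodes (10.9% against 7.34%). In the other barcodes, 41.0% against 38.0%, the intervals overlapped. Shallow barcodes could likewise account for part but not all of it. Barcodes under 1000 UMIs were 11.99% of the infected and 8.72% of the control library, and 72.2% and 75.6% of them were above 10% mitochondrial UMIs. With the control rates under and from 1000 UMIs, the infected library would be at 11.1%. Among barcodes of at least 1000 UMIs a difference of 4.09 percentage points remained (6.44% against 2.35%). Both factors were not combined in 1 test. Damage to cells during preparation of 1 library and a higher death rate of cells in infected nodes both stay open as untested explanations, since the library and the group are the same split.

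The share of barcodes under 200 genes was 2.19% in the infected library (247 barcodes, 1.93 to 2.48) and 0.293% in the control library (34 barcodes, 0.203 to 0.409). It too was a signal above the control level in barcodes left out by the filter. It is not separate from the mitochondrial signal, since 236 of the 247 infected and 32 of the 34 control barcodes were also above 10% mitochondrial UMIs. In these barcodes haemoglobin genes held 24.7% of the UMIs in the infected and 19.2% in the control library, and mitochondrial genes held 58.5% and 48.2%. No explanation was tested, and the infection stays open as well as the handling of 1 library.

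The unnamed cluster led by histone and cell-cycle genes, cluster 7, held 4.28% of infected cells (400 cells, 3.88 to 4.72) and 0.827% of control cells (83 cells, 0.659 to 1.02). It drew attention as a signal above the control level in cells outside every named class. Its cells had few UMIs, with medians of 1769.5 in the infected and 883 in the control library, and a median mitochondrial share of 0.291% and 0.199%. Droplets that hold RNA in the proportions of the whole library are argued against: the T-marker list was at 1199 CPM in the infected cells of the cluster, 19.8% of its library-wide level of 6065 CPM. RNA-poor remains of germinal centre B-like cells, such as nuclei or dying cells, may be the source in the infected library. The germinal centre list was at 292 CPM there (260 to 326), against 51.9 CPM in B-like cells, 37.2 CPM in the cycling CD4 T-like cluster and 802 CPM in germinal centre B-like cells. When all variable genes were used, 318 of the 400 infected cells (79.5%) joined the germinal centre B-like or plasma cell-like class, but only 15 of the 83 control cells (18.1%) did. In the control cells of the cluster the list was at 91.3 CPM on 9 UMIs (41.7 to 173), too few to tell their origin. Real cycling cells of low RNA content stay open, and the infection as a biological cause was not tested.

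The MHC class II list went opposite ways in 2 classes: its median log2 ratio was -0.17 in B-like cells (1 of 10 genes above 0) and 2.60 in dendritic or macrophage-like cells (10 of 10). The difference between the classes was not tested. Cluster 22, which came nearly wholly from the infected library, is argued against as the whole cause of the rise: without it the median was 2.15 (1.56 to 2.42), while the upper end of the middle 95% of random lists was 0.40. RNA from B-lineage cells in the droplets is argued against as the whole cause as well. After each library's B-like profile was subtracted, at 5.40% and 1.09% of the UMIs, the median was 2.69 (2.00 to 3.38), against a random upper end of 0.44. The mix of cells inside the class may contribute, since the median was 1.43 with cells weighted equally and 1.78 with cells thinned to 1000 UMIs. By cluster it was 2.38 in cluster 11, 0.65 in cluster 15 and 1.98 in cluster 20. A higher level of these genes in such cells after infection stays open as a hypothesis. Cd74 and Ciita, which are not H2 genes, were higher there as well, with log2 ratios of 1.94 (1.89 to 2.00) and 3.17 (2.55 to 3.86).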

How the results depend on the processing

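The alternatives with cells weighted equally, with the largest cluster alone, with free RNA at the median marker and without Tubb5 and H2afz were chosen only after the result was seen; the others were planned.

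Of 296 values of 28 list medians under alternatives, 275 stayed within the interval of the reported median, 21 left it, and 275 had the same sign. A value counted as reversed only where the reported interval lay wholly above or below 0, and 0 values did so. Some of the 21 had the opposite sign. Examples are proliferation in B-like cells with free RNA subtracted (-0.24) and costimulation in CD8 T-like cells with thinning (-0.20). Some of the 296 values could not move by construction. The largest cluster of T-like cells without a subclass is the whole class. Dropping the CPM minimum changes nothing where all members of a list already passed it. All 6 interferon-stimulated medians stayed above 0 in every alternative run, with ranges of 0.33 to 0.89 in B-like, 0.68 to 1.09 in CD4 T-like, 0.76 to 1.02 in CD8 T-like, 0.90 to 1.05 in Treg-like, 0.23 to 0.70 in T-like cells without a subclass and 0.51 to 1.61 in dendritic or macrophage-like cells. Of 58 values of 9 class-share differences, 57 had the same sign, 34 stayed within the counting interval, 23 moved and 1 reversed. Of 270 values of 30 named genes, 267 had the same sign, 189 stayed within the counting interval, 78 moved and 1, Hist1h1d by own markers, reversed. The other 2 were Cd74 in CD8 T-like cells at 0.00 after free RNA was subtracted, where no ratio was left. Of 24 values of 4 cycling differences, 15 stayed and 9 moved, and 23 had the same sign.

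Classing each cell by its own markers puts germinal centre B-like and plasma cell-like cells with the B-like cells by construction. It gave B-like medians of 0.33 for interferon-stimulated, -0.59 for MHC class II, 0.31 for MHC class I, 4.13 for proliferation, -0.32 for immediate-early and 0.54 for heat shock genes. It gave a Hist1h1d log2 ratio of 0.38, and share differences of 28.0 points for B-like, -9.43 for CD4 T-like and -29.7 for T-lineage cells. In CD8 T-like cells it gave 2.39 for proliferation and 0.24 for heat shock. For these and the T-cell shares the cause was not tested. The rule itself leaves T-lineage cells without a coreceptor UMI outside the CD4 and CD8 T-like classes.

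The largest cluster alone gave 0.000695 for proliferation, -0.14 for inhibitory receptors and 0.00428 for heat shock in CD4 T-like cells, and 0.51 for interferon-stimulated genes in dendritic or macrophage-like cells. The first of these leaves out cluster 8, led by cell-cycle genes, by construction, and rests on 7 genes, whose median in the whole class was 1.41. For inhibitory receptors, the 8 genes of the class had a median of -0.01 when cluster 8 alone was left out, so the class value rested in large part on that cluster's larger share in the infected library. For the last 2 the cause was not tested.

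A minimum of 50 CPM gave an interferon-stimulated median of 0.42 in B-like cells, with fewer genes by construction. Thinning to 1000 UMIs gave -0.20 for costimulation in CD8 T-like, 0.23 for interferon-stimulated genes in T-like cells without a subclass and 1.78 for MHC class II in dendritic or macrophage-like cells, where equal weights gave 1.43; the cause was not tested.

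Subtracting free RNA gave proliferation medians of -0.24 in B-like and 0.0263 in Treg-like cells, but took too much, since the share was overstated by markers with a high level in both lineages. At the median marker these medians were -0.05 and 0.62. Cd74 in CD8 T-like cells was at 0.00 by both ways, since all its UMIs in both libraries were taken, which leaves no ratio and does not settle their source.

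With doublets kept, proliferation in CD4 T-like cells was 0.48. Of the cycling cluster, 129 of 364 infected cells (35.4%) and 27 of 85 control cells (31.8%, 22.1 to 42.8) left the class. The share lost was thus similar in both libraries and does not by itself account for the lower median. The interferon-stimulated median of T-like cells without a subclass was 0.26. Share differences were 5.47 points for germinal centre B-like, 2.20 for plasma cell-like, -19.3 for CD4 T-like and -9.17 for CD8 T-like cells. Of 473 unnamed infected cells, 222 joined the germinal centre B-like class, against 10 of 302 called doublets. The cycling difference in CD4 T-like cells was 4.40 points and the Ighm share 31.7%; the cause was not tested.

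All deposited barcodes gave differences of 21.2 points for B-like, 2.58 for germinal centre B-like, 1.86 for plasma cell-like, -18.1 for CD4 T-like, -9.35 for CD8 T-like and 2.07 for dendritic or macrophage-like cells, and of 172 in median UMIs. A limit of 5% mitochondrial UMIs gave 2.46 for plasma cell-like and 1.11 for dendritic or macrophage-like cells. Resolution 0.5 gave 4.57 for germinal centre B-like, 2.33 for plasma cell-like and 1.46 for dendritic or macrophage-like cells, and resolution 2 gave 1.01 for the last. The cause was not tested.

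All variable genes gave 6.20 points for germinal centre B-like, 2.05 for plasma cell-like, -22.3 for CD4 T-like, -29.8 for T-lineage and 0.490 for Treg-like cells. Of the infected Treg-like cells under this setting, 204 of 534 (38.2%) had been CD4 T-like, against 55 of 525 control cells.

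For cycling, 1 UMI gave 6.86 points in all kept and -1.78 in CD8 T-like cells, and 3 UMIs gave 0.28 in B-like cells. Thinning to 2000 UMIs gave 6.95 in all kept and 5.22 in B-like cells. No thinning gave 7.21 in all kept, 12.7 in B-like and 10.2 in CD4 T-like cells. The cause was not tested. By main isotype of each cell, Ighg2c was 53.4%, Ighg2b 10.7% and Ighm 24.4%. This count weights cells equally, gives each cell wholly to its main isotype and leaves out cells under 50 such UMIs. Which of these moved the shares was not tested.

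The alternative by own markers gave no value for Treg-like, NK-like, dendritic or macrophage-like, germinal centre B-like and plasma cell-like cells or T-like cells without a subclass, and at a minimum of 50 CPM 5 medians had too few genes: inhibitory receptors in CD4 and CD8 T-like cells, and proliferation in B-like, CD8 T-like and Treg-like cells. Depth limits the background of the cycling share, since 17 of 29 infected neutrophil-like cells lay under 1000 UMIs. The number of cells limits plasma cell-like cells in the control library, where 0 of 10038 allows up to 0.0299%.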

Other observations

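The test of MHC class II genes in T-like cells was chosen only after the result was seen, while the test of cells with many UMIs was not.

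MHC class II genes had more UMIs in infected than in control T-like cells, with a median log2 ratio of 1.63 in CD4 T-like (0.59 to 1.82, 6 of 6 genes above 0) and 1.29 in CD8 T-like cells (0.07 to 1.82, 6 of 6). It was 1.34 in T-like cells without a subclass (0.37 to 2.05, 6 of 6). In Treg-like cells it was lower, at 0.72 (-0.25 to 1.27, 6 of 7). RNA from B-lineage cells in T-cell droplets may be the source. The 15 members of the B list that were rare in control CD4 T-like cells rose there by a median of 1.43 (1.15 to 1.90, 15 of 15 above 0), a rise like that of the MHC class II list. The same 15 members were rare in the infected library by the same rule, and over all 18 members the median was 1.32 (0.44 to 1.89, 16 of 18 above 0). The summed B list rose less, from 493 to 604 CPM, since Ighm, Cd37 and Ralgps2 held 452 and 445 CPM of it, at 7.47% to 19.3% of their B-like level. Transcription of these genes by the T-like cells themselves was not excluded.

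Cells above 15000 UMIs numbered 539 in the infected and 25 in the control library. Doublets of a B-lineage and a T-lineage cell are argued against as the main source, since 47 of the 539 cells (8.72%, 6.48 to 11.4) carried both marker lists. Doublets within 1 lineage were not tested. Of the 539 cells, 207 (38.4%) were germinal centre B-like, 119 (22.1%) plasma cell-like and 119 (22.1%) CD4 T-like, and 48 were B-like and 16 CD8 T-like. These classes could hold large activated cells after infection, which stays a hypothesis. A difference in depth between the 2 libraries stays open only in part: the median depth of CD8 T-like cells was 5881 in the infected and 5174.5 UMIs in the control library.

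In single plasma cell-like cells with at least 50 heavy-chain constant UMIs, the main isotype held a median of 83.0% of these UMIs (quartiles 77.8% and 99.3%). The remainder was not traced to free RNA, to doublets or to UMIs exchanged between similar genes.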
